A study of Homo sapiens with 9 samples.

How the data were processed

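RNA was measured by bulk sequencing in 9 libraries of MDA-MB-468 cells, an established human breast adenocarcinoma line. Per the labels, the cells had been infected with the empty lentiviral hairpin vector pSicoR (control), with the short hairpin shLMO2-1 or with the short hairpin shLMO2-2, with 3 libraries in each of the 3 groups. Each library was placed in its group by the plasmid named in its labels, and no library was left out. Per the labels' protocols, RNA was taken with a column kit for small samples, polyadenylated RNA was selected on magnetic beads, and libraries were made with the NEBNext Ultra II kit, sized by LabChip and quantified by qPCR. Selection of polyadenylated RNA leaves transcripts without a poly(A) tail largely unmeasured.

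The values are estimated counts per gene, which the authors deposited as a single table of 56809 genes by symbol for the 9 libraries. Between 11.67% and 12.81% of the values of a library were not whole numbers, as a program gives that divides reads among transcripts or genes they match equally well. The program, the genome build and the use of strand are not stated in the labels or the file header. A program that divides reads can move them between near-identical genes, so genes with a close copy, overlapping genes and antisense genes are reported as uncertain. All 56809 gene names are symbols of GENCODE release 29, and 219 of them stand for more than 1 gene ID in that release. Coordinates, gene types and transcript sequences were taken from GENCODE release 29 (GRCh38) by symbol. They are not the authors' own coordinates.

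Estimated counts were rounded to whole numbers before any count test. The tests used edgeR 4.0.16 in R 4.3.3, with TMM scaling and a filter on low counts (filterByExpr, minimum count 10, minimum total 15). This kept 14708 genes. LMO2, the hairpins' target, failed the filter and was added back, so 14709 genes holding 99.91% of the counts were tested. All 9 libraries entered a quasi-likelihood fit with a factor of 3 groups and no covariate. Its contrasts were each hairpin against control, the mean of both hairpins against control, and shLMO2-2 against shLMO2-1. Every adjusted p-value of a gene comes from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment over the tested genes, and a gene was called changed at an adjusted p under 0.05. The standard error of a log2 fold change was derived from its size and its F statistic. CPM is a gene's count scaled to its library total. It uses the TMM-scaled totals, except for LMO2 per library, where the plain totals were used with exact Poisson intervals at 95%. Such intervals cover counting error only, since no molecular identifiers are recorded and PCR copies are not independent molecules. Library totals lay between 15494486 and 23069456 counts, and LMO2 rested on 1 to 35 counts per library.

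The rule for named genes, the test, the alternatives and the gene lists were chosen before the data were examined, except where stated. LMO2 was always named. Among genes changed the same way by both hairpins, with a mean of at least 5 CPM and all 6 hairpin libraries on the same side of all 3 controls, the 5 higher and the 5 lower genes whose weaker hairpin effect was largest were named. Among genes changed between the hairpins, with the same mean, no overlap between the hairpin groups and a change against control in at least 1 hairpin, the 3 higher and the 3 lower with the largest difference were named. STAT3, SOCS3, IL6ST and up to 4 further members of the interleukin 6 list with the smallest p in the mean of both hairpins were added. Genes changed in opposite ways by the hairpins were named after their values were seen, and SMIM11B was set beside SMIM11A after the value of SMIM11A was seen.

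Gene lists for IL6-JAK-STAT3 signalling, the type I interferon response, mesenchymal transition, endothelial and angiogenesis genes, and the cell cycle were written from general knowledge. They were tested with camera (limma 3.58.1, preset correlation 0.01, on voom values) in 3 contrasts, with Benjamini-Hochberg adjustment over 15 tests. The rotation test fry and camera with an estimated correlation were run beside it. Tests of the 5 lists between the hairpins, adjusted over those 5, were added after seeing the data.

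Alternatives were median-of-ratios, upper-quartile and total-count scaling, no filter on low counts, at least 10 counts in every library, limma-voom, DESeq2 1.42.0, only the groups compared, a replicate block, a change of at least 2-fold, an adjusted p under 0.01, and leaving out each library in turn. Removal of each library's trends with GC content and transcript length was added after seeing the data. Both hairpins share the control libraries, so their similarity was set against 20 simulated sets of unchanged groups with common controls. Each gene was drawn independently, so noise that moves many genes of a library together was not simulated. Pairs of libraries of a group differed by a chi-square of 5.19 to 30.73 per gene over 11315 genes, where counting noise alone gives about 1, so no library was counted as a copy of another.

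The gene test was tested on simulated counts of 14708 genes. Of those with a mean of at least 5 CPM, 200 were changed 2-fold. The test recovered 94% of these 200, with 3.6% false calls, and recovered 91.5% in both hairpin contrasts. Recovery of less abundant genes, such as LMO2, and of smaller changes was not tested. A simulated shift of −0.3 log2 in every gene of a list, over the same 14708 genes, was called by camera with an adjusted p of 1.34e-26, with 0 other lists called. Genes were drawn independently and the shift was larger than any list median found here. This run therefore does not gauge weaker shifts, or false calls among genes that vary together. The test of sequence motifs in 3′ untranslated regions ranked the seeded 7-base motif first in 10 of 10 runs over 11907 genes, at an effect of −0.15 log2.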

Results

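The transcriptome of MDA-MB-468 breast adenocarcinoma cells was compared between 3 libraries of cells infected with the empty vector pSicoR (control), 3 with the hairpin shLMO2-1 and 3 with the hairpin shLMO2-2. A short hairpin RNA is processed in the cell into a small RNA that lowers the transcripts it pairs with, and both hairpins are named for LMO2, a LIM-domain transcriptional cofactor. The control libraries held 16628712, 19385187 and 18649176 counts for replicates 1 to 3. Totals were 17638007, 17198062 and 15494486 counts for shLMO2-1, and 22983390, 21726879 and 23069456 counts for shLMO2-2, so the shLMO2-2 libraries were the deepest. EEF1A1 took the largest share of the counts in every library, between 1.29% and 1.53%, and mitochondrial genes took between 1.33% and 1.79%.

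LMO2 was examined first, since both hairpins target it. The gene lies on chromosome 11 at 33858576–33892289 (minus strand, GENCODE 29, GRCh38). It overlaps AC132216.1, so its counts are uncertain to that extent. Its counts were 4, 35 and 19 in control replicates 1 to 3, or 0.241 (95% exact Poisson interval 0.0655 to 0.616), 1.81 (1.26 to 2.51) and 1.02 (0.613 to 1.59) CPM of the plain library total. The shLMO2-1 libraries held 2, 1 and 6 counts, or 0.113, 0.0581 and 0.387 CPM, and the shLMO2-2 libraries held 1, 4 and 3 counts, or 0.0435, 0.184 and 0.13 CPM. Mean abundance was 1.01 ± 0.781 CPM in control, 0.189 ± 0.181 CPM in shLMO2-1 and 0.121 ± 0.072 CPM in shLMO2-2 (SD, n = 3). In shLMO2-1 the log2 fold change was −2.44 (SE 0.813), with an adjusted p of 0.0907, which did not pass the threshold. In shLMO2-2 it was −3.02 (SE 0.819), with an adjusted p of 0.0441. The mean of both hairpins was −2.73 (SE 0.656), with an adjusted p of 0.0216, and the difference between the hairpins did not pass (−0.57, adjusted p 0.918). Two-sided exact permutation tests of log2 CPM gave p = 0.2 for shLMO2-1 and p = 0.1 for shLMO2-2, and 0.1 is the smallest p that 3 against 3 libraries can give. Control replicate 1 lay below shLMO2-1 replicate 3, and its interval overlapped those of all 6 hairpin libraries.

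**Figure D1:**
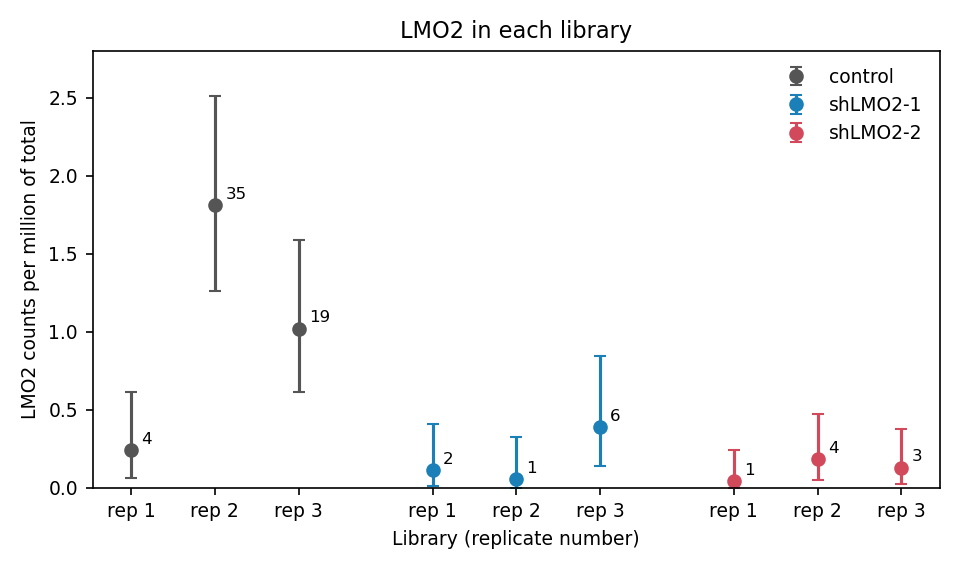
LMO2 CPM of the plain library total (vertical axis) in each of the 9 libraries, grouped by vector, with exact Poisson 95% intervals as bars. Control replicates 2 and 3 sit at 1.81 and 1.02, and control replicate 1, at 0.241, sits among the hairpin libraries.

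The LMO2 call depended on single libraries and on the setting. Over the alternatives, the adjusted p ran from 0.0253 to 0.270 in shLMO2-1 and from 0.00296 to 0.138 in shLMO2-2, while the fold change stayed negative in each. For shLMO2-1 the fold change moved most without shLMO2-1 replicate 3, to −3.47 (adjusted p 0.095), and was smallest without control replicate 2, at −1.74 (0.270). The call passed without control replicate 1 (−2.90, 0.0268). For shLMO2-2 the call was lost without control replicate 2 (−2.32, 0.138), control replicate 3 (−3.03, 0.103), shLMO2-1 replicate 1 (−3.02, 0.062), shLMO2-1 replicate 2 (−3.02, 0.0625), and shLMO2-2 replicates 1 (−2.63, 0.132), 2 (−3.44, 0.102) or 3 (−3.11, 0.127). At these counts, a difference in LMO2 between the hairpins was not detectable.

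Principal components of log2 CPM placed the controls apart from the hairpins. The first component held 26.8% of the variance, the second 18.3% and the next 13.1%. On the first, controls lay at −42.6, −18.2 and −20.6 for replicates 1 to 3, and the hairpin libraries between −0.1 and 28.9. Control replicate 1 stood farthest out, on the side away from the hairpins.

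Against control, shLMO2-1 changed 1239 genes, 668 higher and 571 lower, of which 170 changed at least 2-fold (72 higher and 98 lower). shLMO2-2 changed 1320 genes, 726 higher and 594 lower, of which 187 changed at least 2-fold (73 higher and 114 lower). The mean of both hairpins changed 1823 genes, 951 higher and 872 lower, and 195 of these at least 2-fold (66 higher and 129 lower). The median absolute log2 fold change of called genes was 0.46, 0.47 and 0.39. Among the scalings, total counts alone moved the balance most, to 561 higher and 781 lower genes in shLMO2-1, 568 and 833 in shLMO2-2, and 793 and 1284 in the mean, with a shift of the median of all genes of −0.036, −0.049 and −0.045.

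The number of calls depended on single libraries. For shLMO2-1 it fell to 649 genes without control replicate 3 and to 678, 578 and 546 without shLMO2-1 replicates 1, 2 and 3. For shLMO2-2 it fell to 640 without control replicate 3 and to 739, 494 and 514 without shLMO2-2 replicates 1, 2 and 3. The mean of both gave 947 without control replicate 3 and 1190 without shLMO2-2 replicate 2.

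Both hairpins changed 682 genes the same way, 383 higher and 299 lower, which is 55% of the shLMO2-1 calls and 51.7% of the shLMO2-2 calls. Of these, 85 changed at least 2-fold in both, 32 higher and 53 lower. In 681 of the 682, all 6 hairpin libraries lay on the same side of all 3 controls. Chance alone gives this in 2.38% of unselected genes, but these genes were called from the same libraries, so the share is a description and not a further test. Scaling to total counts gave 298 higher and 432 lower. The count fell to 320 without control replicate 3, to 406, 352 and 330 without shLMO2-1 replicates 1, 2 and 3, and to 423, 307 and 350 without shLMO2-2 replicates 1, 2 and 3. Across the 14709 genes, which are not independent replicates, the hairpins' log2 fold changes correlated with Pearson's r = 0.706 and Spearman's rho = 0.692, and 77.9% had the same sign. Unchanged groups, simulated with independent genes against common controls, gave a mean r of 0.50 (0.47 to 0.56 over 20 sets) and 66.7% of the same sign. At most 0 genes were called in both, and at most 2 in shLMO2-1 and 1 in shLMO2-2. With no control library in common, r between the hairpins' means of 3 libraries was 0.35 on average over 6 assignments (0.27 to 0.41). Within a hairpin, 1 library set against the mean of the other 2 gave 0.32 for shLMO2-1 and 0.37 for shLMO2-2. Those values rest on fewer libraries and are noisier. They therefore cannot show whether the hairpins were as alike as libraries of the same hairpin.

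**Figure D2:**
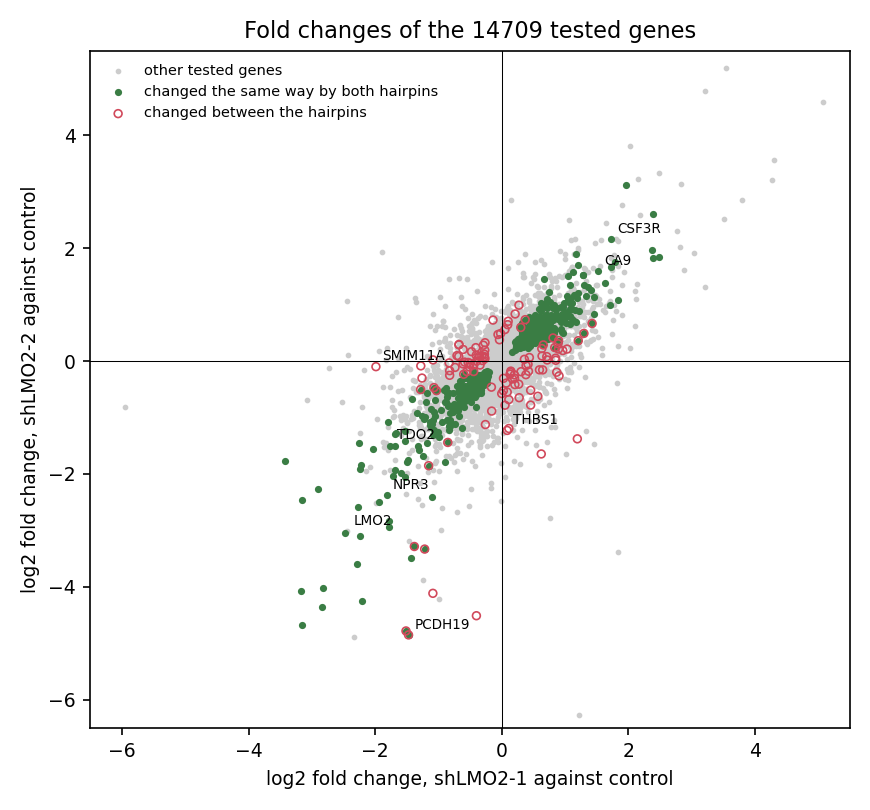
Log2 fold change against control of the 14709 tested genes in shLMO2-1 (horizontal) and shLMO2-2 (vertical). Green points are the 682 genes changed the same way by both, red circles the 113 changed between the hairpins, and 5 genes lie outside the axes, which run from −6.5 to 5.5.

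Of the genes called only in shLMO2-1, 513 of 552 had the same sign in shLMO2-2, and 50 of the 552 also changed between the hairpins. Of those called only in shLMO2-2, 598 of 633 had the same sign in shLMO2-1, and 28 changed between the hairpins.

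Named genes higher in both hairpins were CSF3R, CA9, INHBA, RARRES1 and RPL22P1, with all 6 hairpin libraries above all 3 controls in each. CSF3R (chromosome 1, 36466043–36483278) rose from 3.52 ± 0.0888 CPM in control to 11.7 ± 0.992 in shLMO2-1 and 15.7 ± 0.761 in shLMO2-2 (SD, n = 3). Its log2 fold changes were 1.72 (SE 0.122, adjusted p 3.33e-05) and 2.16 (SE 0.12, adjusted p 8.65e-06). CA9 (chromosome 9, 35673856–35681159), which overlaps ARHGEF39 and is uncertain to that extent, rose by 1.51 and 1.59. INHBA (chromosome 7, 41667168–41705834, overlapping INHBA-AS1) rose by 1.37 and 1.32, and RARRES1 (chromosome 3, 158696892–158732696, overlapping AC080013.1 and MFSD1) by 1.29 and 1.52. RARRES1 was the most abundant of them, at 84.98 ± 3.14 CPM in control, 208.2 ± 22.9 in shLMO2-1 and 243.7 ± 15.9 in shLMO2-2. RPL22P1 (chromosome 3, 169483671–169484080, within MECOM) is a processed pseudogene of RPL22, a near-identical gene, so its changes of 1.18 and 1.89 are uncertain. RPL22 itself, at 313.7 CPM on average, changed by 0.06 and 0.12. The RPL22P1 call in shLMO2-1 was lost without control replicate 3 (adjusted p 0.0555), shLMO2-1 replicate 2 (0.0856) or shLMO2-1 replicate 3 (0.0545), over a range of 7.06e-10 to 0.0856 across alternatives.

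Named genes lower in both hairpins were NPR3, PRELP, TDO2, PCDH19 and BMP2, with all 6 hairpin libraries below all 3 controls in each. NPR3 (chromosome 5, 32689070–32791724) went from 40.0 ± 5.93 CPM in control to 11.3 ± 0.753 in shLMO2-1 and 7.73 ± 0.812 in shLMO2-2 (SD, n = 3). Its log2 fold changes were −1.82 (SE 0.128, adjusted p 3.33e-05) and −2.37 (SE 0.131, adjusted p 8.65e-06). BMP2 (chromosome 20, 6767664–6780280) changed by −2.26 and −1.45, TDO2 (chromosome 4, 155854738–155920406, overlapping ASIC5) by −1.76 and −1.50, and PRELP (chromosome 1, 203475828–203491352) by −1.52 and −2.05. PCDH19 (chromosome X, 100291644–100410273) changed by −1.47 (SE 0.251) and −4.85 (SE 0.328). Across the 10 named genes, the largest adjusted p in either hairpin was that of RPL22P1, and the next was 0.00608, for PCDH19 in shLMO2-1.

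**Figure D3:**
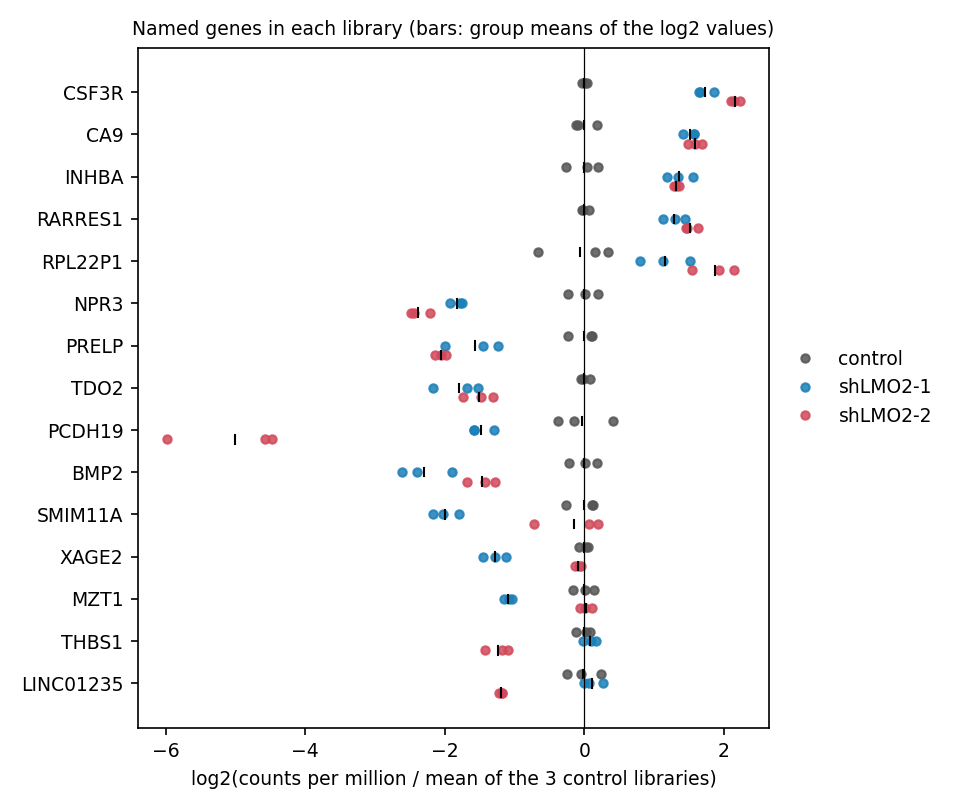
Log2 of CPM over the mean of the 3 control libraries (horizontal) for the named genes (vertical), with a point for each of the 9 libraries, coloured by group, and a bar at each group's mean of the log2 values. All 6 hairpin libraries lie on the same side of the controls in the first 10 genes, CSF3R to BMP2, and the hairpin groups lie apart in the last 5, SMIM11A to LINC01235.

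The hairpins were compared directly to ask where their effects differed. Between them 113 genes changed, 51 higher and 62 lower in shLMO2-2, and 17 of these at least 2-fold, 3 higher and 14 lower. Among the other scalings, filters and tools with all libraries kept, no filter on low counts moved this count most, to 378. It was 239 without control replicate 1, 75 without control replicate 3, 54, 38 and 72 without shLMO2-1 replicates 1, 2 and 3, and 62, 40 and 49 without shLMO2-2 replicates 1, 2 and 3.

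Among genes lower in shLMO2-2 than in shLMO2-1, PCDH19 differed by −3.38 (SE 0.345, adjusted p 0.00117). THBS1 (chromosome 15, 39581079–39599466, overlapping FSIP1, AC037198.1 and AC037198.2) differed by −1.31 (SE 0.091, adjusted p 0.000115). Its abundance was 535 ± 37.7 CPM in control, 567 ± 36.3 in shLMO2-1 and 228 ± 26.9 in shLMO2-2 (SD, n = 3). LINC01235 (chromosome 9, 13406380–13433053), a long intergenic non-coding RNA, differed by −1.31 (SE 0.143, adjusted p 0.00154). Among genes higher in shLMO2-2, XAGE2 (chromosome X, 52369030–52375680) differed by 1.19 (SE 0.095, adjusted p 0.000194) and MZT1 (chromosome 13, 72708357–72727687) by 1.11 (SE 0.094, adjusted p 0.000238). XAGE2 was at 39.9, 16.5 and 37.7 CPM in control, shLMO2-1 and shLMO2-2, and MZT1 at 43.7, 20.6 and 44.3. The 3 libraries of either hairpin did not overlap in any of these genes, as the rule for naming them required. MZT1 in shLMO2-2 against control was 0.02 and turned to −0.03 under total counts, to −0.05 without control replicate 3 and to −0.03 without shLMO2-2 replicate 3. XAGE2 in shLMO2-2 against control was −0.08 (adjusted p 0.608). It became a call with GC and length trends removed (−0.28, adjusted p 0.0393).

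SMIM11A (chromosome 21, 34375480–34407866, overlapping FAM243A) also met the rule, at 1.89 (SE 0.223, adjusted p 0.00237), but its value is uncertain. Its near-identical copy SMIM11B moved the other way. Mean CPM in control, shLMO2-1 and shLMO2-2 was 35.5, 8.94 and 33.2 for SMIM11A, and 2.64, 23.8 and 6.43 for SMIM11B. The sum of both was 38.2, 32.8 and 39.6. On the log2 CPM scale, shLMO2-2 minus shLMO2-1 was 1.84 for SMIM11A, −4.38 for SMIM11B and 0.27 for the sum, whose SD was 0.1 in shLMO2-1 and 0.07 in shLMO2-2. The division also varied within a group. In shLMO2-2 replicate 2 SMIM11B was at 18.9 CPM, against 0.0932 and 0.296 in replicates 1 and 3. Without that library SMIM11A in shLMO2-2 against control turned from −0.10 to 0.13.

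The hairpins changed 5 genes in opposite ways against control: CYYR1, MMP7, TCF3, TMED10 and TNC. These were named after their values were seen. CYYR1 (overlapping CYYR1-AS1 and AP001596.1) changed by 0.46 and −0.52 in shLMO2-1 and shLMO2-2, MMP7 by 0.28 and −0.65, TCF3 (overlapping a U6 small nuclear RNA pseudogene) by 0.20 and −0.30, TMED10 (overlapping AL049780.2) by −0.26 and 0.32, and TNC (overlapping DEC1) by 0.57 and −0.62. Calls against control were lost under some settings in 4 of them. TCF3 in shLMO2-1 had an adjusted p of 0.0456 and lost its call in each of the 9 fits without a library, at 0.0642 to 0.166. It was also lost under upper-quartile scaling (0.0613), total counts (0.0861), no filter (0.12), only the groups compared (0.106) and removal of GC and length trends (0.225). In shLMO2-1 the call of TMED10 was lost with those trends removed (0.166), and those of MMP7 (0.0656) and TNC (0.0698) with only the groups compared. MMP7 in shLMO2-1 lost it without control replicates 1 (0.057) or 3 (0.106), shLMO2-1 replicates 1 (0.0603), 2 (0.129) or 3 (0.0767), or shLMO2-2 replicate 3 (0.0508). TMED10 in shLMO2-1 lost it without control replicates 2 (0.0687) or 3 (0.083) or shLMO2-1 replicates 1 (0.0999), 2 (0.0743) or 3 (0.0569). TNC in shLMO2-1 lost it without control replicates 2 (0.068) or 3 (0.0963), shLMO2-1 replicates 1 (0.0769), 2 (0.0919) or 3 (0.0558), or shLMO2-2 replicate 2 (0.05), and in shLMO2-2 without its replicates 2 (0.0719) or 3 (0.071). Over all alternatives the adjusted p in shLMO2-1 ran from 0.00877 to 0.225 for TCF3, 0.00599 to 0.129 for MMP7, 0.00336 to 0.166 for TMED10 and 9.04e-07 to 0.0963 for TNC.

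Among the gene lists, cell cycle genes (64 listed, 64 tested) were lower, with a camera adjusted p of 0.000315 in shLMO2-1, shLMO2-2 and their mean. The median log2 fold change was −0.10, −0.12 and −0.11, and 17.2% of the genes were higher in the mean. Library by library, the list median lay below all 3 controls in 1 of 3 shLMO2-1 and 2 of 3 shLMO2-2 libraries, as control replicate 1 was at −0.033 and the other controls at 0.122 and 0.155. The call did not hold under fry (0.072, 0.072 and 0.066) or an estimated correlation (0.34 in each), and over the alternatives the adjusted p of the mean ran from 6.36e-10 to 0.34. Fits without a library gave 6.36e-10 to 0.0298. IL6-JAK-STAT3 genes (87 listed, 60 tested) had an adjusted p of 0.855 in shLMO2-1, 0.0383 in shLMO2-2 (lower, median −0.07, 3 of 3 libraries below all controls) and 0.165 in the mean. The shLMO2-2 call held under fry (0.000665) but not under an estimated correlation (0.266). It was lost with no filter on low counts (0.142), with at least 10 counts in every library (0.0993), and without control replicate 1 (0.0514), control replicate 2 (0.0608) or shLMO2-2 replicate 2 (0.0587), over a range of 0.000665 to 0.266 across alternatives.

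The other lists passed in no contrast under camera. Interferon genes (43 listed, 40 tested) had adjusted p-values of 0.106, 0.126 and 0.106 in shLMO2-1, shLMO2-2 and the mean, with medians of −0.12, −0.14 and −0.13 and all 6 hairpin libraries below all 3 controls. Mesenchymal genes (64 listed, 45 tested) had 0.165 (median 0.07), 0.126 (−0.05) and 0.878 (0.04). In the mean, camera gave their direction as lower, although the median was positive. Endothelial genes (56 listed, 31 tested) had 0.165 (0.11), 0.802 (0.08) and 0.394 (0.09). Under fry, endothelial genes in shLMO2-1 (0.0179) and mesenchymal genes in shLMO2-2 (0.0307) passed. In the mean contrast, single genes called over all genes tested numbered 4 higher and 12 lower for IL6-JAK-STAT3, 1 and 4 for interferon, 9 and 11 for mesenchymal, 3 and 3 for endothelial, and 1 and 9 for cell cycle. Adjusted over the list alone, the numbers were 4 and 14, 2 and 6, 13 and 13, 3 and 3, and 2 and 14.

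Between the hairpins, in tests added after seeing the data, IL6-JAK-STAT3 genes were lower in shLMO2-2 than in shLMO2-1 with an adjusted p of 0.002 (median −0.06, 38.3% higher) and mesenchymal genes with 6.55e-07 (median −0.17, 22.2% higher). In both lists the medians of 3 of 3 shLMO2-2 libraries lay below those of all shLMO2-1 libraries. Both calls held under fry (4.92e-05 and 0.00135) and an estimated correlation (0.0181 and 0.0181), and ranged from 4.92e-05 to 0.0288 and from 5.36e-09 to 0.0181 over the alternatives. Endothelial (0.159), interferon (0.687) and cell cycle genes (0.805) did not differ under camera, while endothelial genes passed under fry (0.0268, over a range of 0.0268 to 0.403 across alternatives).

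**Figure D4:**
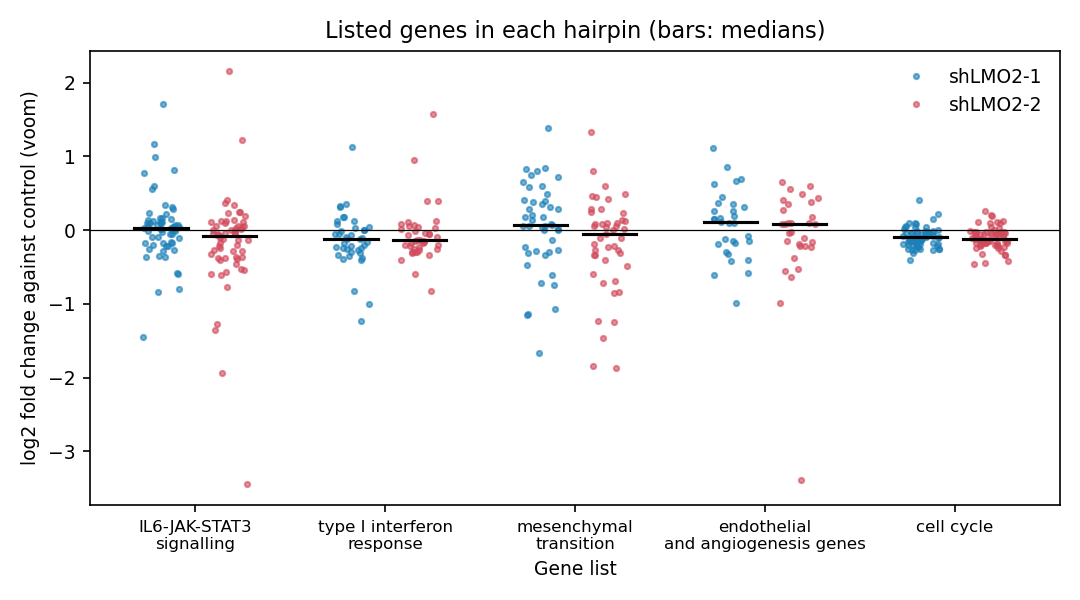
Log2 fold change against control, from voom values (vertical), of the tested genes of the 5 lists (horizontal) in shLMO2-1 and shLMO2-2, with a point per gene and a bar at each median. Cell cycle genes lie close together around medians of −0.10 and −0.12, and mesenchymal genes spread widely around 0.07 in shLMO2-1 and −0.05 in shLMO2-2.

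Within the IL6-JAK-STAT3 list, STAT3 (chromosome 17, 42313324–42388568) was lower in both hairpins, by −0.25 (SE 0.051, adjusted p 0.0134) in shLMO2-1 and −0.24 (SE 0.051, adjusted p 0.0164) in shLMO2-2, at 433 ± 9.68, 364 ± 13.2 and 367 ± 3.005 CPM in control, shLMO2-1 and shLMO2-2. All 6 hairpin libraries lay below all 3 controls. The call was lost in shLMO2-1 without its replicate 3 (−0.22, 0.057), and in shLMO2-2 without its replicates 1 (−0.25, 0.0506), 2 (−0.26, 0.0584) or 3 (−0.24, 0.0571). Ranges over the alternatives were 7.97e-05 to 0.057 and 0.000142 to 0.0584. SOCS3 (0.13 and −0.14, adjusted p 0.605 and 0.556) and IL6ST (−0.03 and −0.21, adjusted p 0.879 and 0.13) passed in neither hairpin. IL6ST in shLMO2-1 turned to 0.04 without control replicate 1 or without shLMO2-1 replicate 3, and overlaps AC008892.1, AC008914.1 and AC016596.1.

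CSF3R, PDGFC, CSF2RA and LEPR were the list members with the smallest p in the mean of both hairpins. PDGFC (chromosome 4, 156760454–156971394, overlapping AC092608.1, AC092608.2 and AC092608.3) was higher by 0.81 and 0.41, with adjusted p-values of 0.000217 and 0.00938. It differed between the hairpins by −0.40 (adjusted p 0.0392), a call lost under upper-quartile scaling (0.0534), with GC and length trends removed (0.0843), and without control replicate 3 (0.0713), shLMO2-1 replicates 1 (0.189), 2 (0.133) or 3 (0.104), or shLMO2-2 replicates 1 (0.0883), 2 (0.181) or 3 (0.164), over a range of 0.000819 to 0.189 across alternatives. LEPR (chromosome 1, 65420652–65641559) was lower by −0.59 and −0.57, with adjusted p-values of 0.00312 and 0.00345. It overlaps LEPROT, which changed by −0.02 and −0.03, so LEPR counts are uncertain. CSF2RA has 2 gene IDs, on X and Y, and low counts. It was lower by −1.43 (SE 0.347, adjusted p 0.0301) and −3.48 (SE 0.404, adjusted p 0.000738), at 2.57 ± 0.434, 0.948 ± 0.351 and 0.225 ± 0.0784 CPM in control, shLMO2-1 and shLMO2-2. Its shLMO2-1 call was lost without control replicates 2 (0.077) or 3 (0.114) or shLMO2-1 replicates 2 (0.113) or 3 (0.105), over a range of 0.0138 to 0.114 across alternatives. In PDGFC, LEPR and CSF2RA all 6 hairpin libraries lay on the same side of all 3 controls.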

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

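The tests of the motif on separate chromosomes, of the shLMO2-2 side, of list splits and of list GC content, and the reading of most of the SMIM11A difference, were chosen only after the result they bear on was seen.

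The hairpins differed from each other. Tested directly, 113 genes changed between shLMO2-2 and shLMO2-1. The real grouping was 1 of 10 splits of the 6 hairpin libraries with as many genes, and the highest other split gave 1, but 10 splits can never give a share under 0.1. The shLMO2-2 libraries were deeper. After every library was thinned to the smallest total, 109 genes were called, 102 of them among the 113, which argues against depth as the cause. With GC and length trends removed, 97.3% of the 113 were still called, which argues against those trends as the whole cause.

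A candidate explanation for part of the difference is silencing of other transcripts by the short seed sequence of a hairpin. The 3′ untranslated regions of 11907 genes were searched for 16209 motifs of 7 bases. The motif most strongly tied to lower expression in shLMO2-1 than in shLMO2-2 was GTTGAGA, with z = 10.45 against a limit of 4.68 from 500 permutations of genes (p = 0.002, the smallest they can give). It lies in the 3′ untranslated region of LMO2, where 16.5% of the tested motifs occur in the LMO2 transcripts. Against control its z was −6.95 in shLMO2-1 and 0.38 in shLMO2-2. When the motif was chosen on even-numbered chromosomes or on the odd-numbered ones and X, it came first both times, with z = 6.06 for the smaller of the tests on the chromosomes not used. Of the 51 genes higher in shLMO2-2 than in shLMO2-1, 29 carry it (56.9% against 11.2% of other genes). In LMO2 the motif is part of GTTGAGAA at chromosome 11, 33858801–33858808 (minus strand, GRCh38), present in 4 of 6 transcripts, in the context GAGACGCATTTCGGTTGAGAA. The hairpin sequences are not given in the labels, so whether shLMO2-1 targets this site was not tested. The effect is small. The 511 genes with the 8 bases moved by −0.096 (SE 0.015) in shLMO2-1 and −0.011 (SE 0.012) in shLMO2-2, and the shLMO2-1 libraries stood at −0.108, −0.105 and −0.100.

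For genes lower in shLMO2-2, a search for its seed found 0 motifs of LMO2 past the limit, and the motif with the lowest z, TTTTTTA (−5.29), is not in LMO2. A seed of shLMO2-2 and a biological difference between the hairpins cannot be told apart for these genes, because the hairpin sequence is not given and a weak seed would not pass. PCDH19 (−3.38) and THBS1 (−1.31) belong here, and remain open. LINC01235 (−1.31) is a non-coding RNA without an annotated 3′ untranslated region, so the search did not test it.

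Among genes higher in shLMO2-2, MZT1 (1.11) carries the 8 bases in its 3′ untranslated region. It may be a direct off-target of shLMO2-1, given the z of 10.45. Carrying the bases did not always go with a difference. LEPR carries the 8 bases, but the hairpins differed by only 0.02 in it (adjusted p 0.978). THBS1 (−1.31), NPR3 (−0.55) and IL6ST (−0.18) carry the 7 bases only and were not higher in shLMO2-2. XAGE2 (1.19) carries neither motif, so that test gives no explanation for it. Of the genes changed in opposite ways, TMED10 (0.59) carries the 8 bases. CYYR1 (−0.97), MMP7 (−0.93), TCF3 (−0.51) and TNC (−1.19) do not, nor does PDGFC (−0.40). All of these were lower in shLMO2-2 than in shLMO2-1. A motif tied to lower expression in shLMO2-1 could not explain them, so its absence decides nothing.

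SMIM11A (1.89) is a candidate for reads shared with its near-identical copy SMIM11B, which differed by −4.38 in the other direction. The test fixed before the sum was computed asked whether the summed counts would still part the hairpins. They parted by 0.27 without overlap, against SDs of 0.1 and 0.07. That is neither near 0 nor past 2 times the added SDs, so on that test shared reads as the whole cause and a small real change cannot be told apart with 3 libraries per group. That most of the difference lies in the division between the copies is a reading made after the values were seen, from the opposite move of SMIM11B and a sum that parts the hairpins by 0.27 where SMIM11A alone parts them by 1.84.

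The IL6-JAK-STAT3 list was lower in shLMO2-2 than in shLMO2-1 (adjusted p 0.002) and so was the mesenchymal list (6.55e-07). With GC and length trends removed the adjusted p was 0.00301 and 2.14e-06, which argues against those trends as the whole cause. The real split was 1 of 10 with as small a p for each list, with 0.0465 and 0.000813 as the smallest other p. In shLMO2-2 against control, the IL6-JAK-STAT3 list was also 1 of 10. With 10 splits the share cannot be under 0.1, so they cannot tell accidental grouping from a hairpin effect. Between the hairpins, IL6-JAK-STAT3 library medians were 0.037 to 0.056 in shLMO2-1 and −0.06 to −0.052 in shLMO2-2. Mesenchymal medians were 0.029 to 0.138 and −0.1 to −0.049. Both lists also passed under fry (4.92e-05 and 0.00135) and an estimated correlation (0.0181 each). These values rest on the same libraries and on tests added after seeing the data. They therefore cannot exclude accidental grouping, which stays open for that difference. The shLMO2-2 call against control failed under an estimated correlation (0.266) and stays open. A biological difference between the hairpins, such as how far LMO2 falls, stays open and was not tested, since LMO2 counts were too low to rank the hairpins.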

How the results depend on the processing

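Removal of GC and length trends was an alternative added after seeing the data. In each statement here the cause was not tested, unless fewer genes, libraries or a stricter threshold are its construction.

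The counts of changed genes for shLMO2-1, shLMO2-2, both the same way, the mean and the hairpin difference became 170, 187, 85, 195 and 17 at 2-fold, and 353, 390, 181, 623 and 46 at an adjusted p under 0.01. In fits of only the groups compared they were 695, 776, 346 and 189 for all but the mean, for which such a fit was not possible. The difference also rose to 378 without the filter (112 of the 113 genes shared), 288 in DESeq2 (113 shared) and 189 with GC and length trends removed (110 shared). All other scalings, filters and tools kept the counts within 1.5 times.

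Same-numbered libraries deviated together for replicate 1 (r 0.30, 0.23 and 0.25) and replicate 3 (0.21, 0.14 and 0.20) but not for replicate 2 (−0.02, −0.06 and 0.05). Not every pair passed 0.1, so the numbers were not taken to pair the libraries. That rule cannot exclude a shared shift in steps from replicate 1 to 3, with replicate 2 between them. Whether the numbers mark a shared batch stays open. The second principal component fell from replicate 1 to 3 in shLMO2-1 (26.6, 13.3 and −7.6), shLMO2-2 (17.1, 1.3 and −15.9) and control (14.1, −24.2 and −24.6), and replicates 1 and 3 of different groups correlated at −0.31 to −0.15. The first component rose with the replicate number in shLMO2-1 (−0.1, 7 and 20.8) and shLMO2-2 (9.3, 15.4 and 28.9). In control it rose only from replicate 1 to 2 (−42.6, −18.2 and −20.6). All calls in the report come from the fit without the block, which leaves any such shared variation in the noise. A replicate block gave 2214, 2377, 1319, 3024 and 257 genes, with 1238, 1320, 682, 1820 and 113 of the calls shared. With the block, LMO2 was at −2.30 (0.0417) in shLMO2-1 and the IL6-JAK-STAT3 list in shLMO2-2 at 0.0518. The mesenchymal list in the mean of both hairpins was at 0.972, with its camera direction reversed from lower to higher.

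LMO2 in shLMO2-1 also passed without the filter (−2.43, adjusted p 0.0253), and in shLMO2-2 failed in limma-voom (−2.67, 0.0928) and in the groups compared alone (−3.03, 0.062). DESeq2 gave no adjusted p for LMO2. In the mean of both hairpins, the IL6-JAK-STAT3 list passed under fry (0.00394), and the cell cycle list failed under fry (0.066) and an estimated correlation (0.34). The correlation of the hairpins was 0.35 with no control in common.

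Directions reversed, all far from the threshold, for the mesenchymal list in the mean of both hairpins under total counts (0.955) and at least 10 counts (0.918), MZT1 in shLMO2-2 under total counts (−0.03), the cell cycle list between hairpins without the filter (0.43), the IL6-JAK-STAT3 list in shLMO2-1 at 10 counts (0.995) and under fry (0.685), and, with trends removed, IL6ST in shLMO2-1 (0.03) and the endothelial list in shLMO2-2 (0.898). Of 785 values of single genes and lists per hairpin under these settings, 757 were the same and 28 changed, 18 weaker, 4 stronger and 6 reversed.

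Across the 9 fits that each left out 1 library, counts ran from 546 to 1397 for shLMO2-1, 494 to 1243 for shLMO2-2, 307 to 663 for both, 947 to 1592 for the mean and 38 to 239 for the difference. LMO2 ran from −3.47 to −1.74 and −3.48 to −2.32, and the correlation from 0.59 to 0.75. The adjusted p of the mean ran from 0.133 to 0.283 for IL6-JAK-STAT3, 0.0726 to 0.283 for interferon, 0.666 to 0.974 for mesenchymal, 0.304 to 0.703 for endothelial and 6.36e-10 to 0.0298 for cell cycle. The mesenchymal list in the mean reversed without control replicate 1 (0.755) and without shLMO2-1 replicate 1 (0.939). Other ranges with a reversal were −0.07 to 0.04 for IL6ST in shLMO2-1, −0.05 to 0.08 for MZT1 and −0.28 to 0.13 for SMIM11A in shLMO2-2, 0.687 to 1 for the IL6-JAK-STAT3 list in shLMO2-1, 0.666 to 0.989 for the endothelial list in shLMO2-2, and between the hairpins 0.577 to 0.941 for cell cycle and 0.208 to 0.941 for interferon. Of 711 such values, 652 were the same and 59 changed, 49 weaker and 10 reversed.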

Other observations

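The tests of control replicate 1, of the cell cycle splits and of the shLMO2-1 motif in the genes shared by both hairpins were chosen only after the result was seen.

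Genes changed in shLMO2-1 and in shLMO2-2 against control were each most numerous in the real grouping, 1 of 10 splits, with at most 2 and 0 genes in another split. For 10 splits the share cannot be under 0.1. For the mean of both hairpins and for the genes changed the same way by both, the real grouping was 1 of 100 splits drawn. Of the other 99, the split that set the 3 controls against the 6 hairpin libraries, and only parted the hairpin libraries differently, gave 1315 and 405 genes. The other 98 each had at least 1 hairpin library in the group taken as control, and gave at most 189 and 15.

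The 682 genes changed the same way by both hairpins were weighed against several technical causes. In 20 simulated sets, noise of the shared controls gave at most 0 such genes. Genes were drawn independently in those sets, so they cannot exclude noise that moves many genes of a control library together. With GC and length trends removed, 79.2% of the 682 were still called. An interferon response to hairpin RNA would raise interferon genes, yet 30% of that list was higher in shLMO2-1. The shLMO2-1 motif was carried by 13.8% of the genes lower in both, against 11.3% of other genes (Fisher's exact p 0.217, genes not independent), so that seed is an unlikely source of the shared changes. Competition of hairpins with microRNAs would raise genes with microRNA sites. Site genes were higher in both hairpins for 12 of 20 families and lower in both for 5. Such competition and an effect of LMO2 loss cannot be told apart, because the families overlap in their genes and any vector expressing a hairpin would bring it while the control expresses none. Loss of LMO2 therefore remains a hypothesis for the shared changes.

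LMO2 counts of 4, 35 and 19 in the controls differed by more than Poisson counting (chi-square 20.7, Monte Carlo p = 4e-05 over 100000 draws). That test sets single libraries against technical noise and takes reads as independent molecules, so noise at low depth, including PCR copies of few molecules, and a real difference in LMO2 cannot be told apart. Had control replicate 1 been a mislabelled hairpin library, genes changed by both hairpins would lie near the hairpins in it. On a scale from the other controls at 0 to the hairpins at 1, its median position was 0.13 over 662 genes (quartiles −0.22 to 0.47). Control replicates 2 and 3 were at 0.23 over 509 genes and 0.14 over 319 genes. The share of genes nearer the hairpins than the other controls went the other way, at 23.3% against 16.7% and 8.8%. Most genes of control replicate 1 thus lay nearer the other controls, which argues against a mislabelled library. If the transcriptome followed the LMO2 RNA of each library, this control might also lie near the hairpins. The median position of 0.13 was no nearer the hairpins than those of control replicates 2 and 3 (0.23 and 0.14), which held more LMO2 counts. It therefore gives no sign that the transcriptome followed LMO2. Still, this and an independent LMO2 count cannot be told apart from 1 library. Control replicate 1 also stood far from the other controls in all genes. Removing GC and length trends took away 24.8% of the variance of its deviations and 27.5% for control replicate 2, so those trends are unlikely to be the whole cause.

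The cell cycle list was lower in both hairpins, but 11 of 100 splits gave as small a p, the smallest being 6.86e-12, and 4 of 10 did for each hairpin alone. Accidental grouping of libraries could therefore give this result. With GC and length trends removed the adjusted p was 0.00117, which argues against those trends as the whole cause. No biological explanation was tested for it.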
